# The Immune Strategy and Stress Response of the Mediterranean Species of the *Bemisia tabaci* Complex to an Orally Delivered Bacterial Pathogen

**DOI:** 10.1371/journal.pone.0094477

**Published:** 2014-04-10

**Authors:** Chang-Rong Zhang, Shan Zhang, Jun Xia, Fang-Fang Li, Wen-Qiang Xia, Shu-Sheng Liu, Xiao-Wei Wang

## Abstract

**Background:**

The whitefly, *Bemisia tabaci*, a notorious agricultural pest, has complex relationships with diverse microbes. The interactions of the whitefly with entomopathogens as well as its endosymbionts have received great attention, because of their potential importance in developing novel whitefly control technologies. To this end, a comprehensive understanding on the whitefly defense system is needed to further decipher those interactions.

**Methodology/Principal Findings:**

We conducted a comprehensive investigation of the whitefly's defense responses to infection, via oral ingestion, of the pathogen, *Pseudomonas aeruginosa*, using RNA-seq technology. Compared to uninfected whiteflies, 6 and 24 hours post-infected whiteflies showed 1,348 and 1,888 differentially expressed genes, respectively. Functional analysis of the differentially expressed genes revealed that the mitogen associated protein kinase (MAPK) pathway was activated after *P. aeruginosa* infection. Three knottin-like antimicrobial peptide genes and several components of the humoral and cellular immune responses were also activated, indicating that key immune elements recognized in other insect species are also important for the response of *B. tabaci* to pathogens. Our data also suggest that intestinal stem cell mediated epithelium renewal might be an important component of the whitefly's defense against oral bacterial infection. In addition, we show stress responses to be an essential component of the defense system.

**Conclusions/Significance:**

We identified for the first time the key immune-response elements utilized by *B. tabaci* against bacterial infection. This study provides a framework for future research into the complex interactions between whiteflies and microbes.

## Introduction

Insects interact and coexist with various types of microorganisms in many different ways and have evolved sophisticated strategies both to recognize and degrade entomopathogens, as well as to benefit from bacterial mutualists [1], [2]. Over 20% of all insect species are known to be associated with endosymbionts [3]. Amongst these, phloem-sap-feeding insects such as whiteflies, psyllids and aphids have been shown to possess specialized bacteriocytes that harbor primary and secondary endosymbionts [2]. These endosymbionts provide essential amino acids, protect the host from pathogen infection and also help it to adapt to different environments [3], [4], [5]. How these insects protect themselves from bacteria pathogens, while retaining beneficial endosymbionts, however, remains to be discovered [6]. Elucidating the host defense mechanisms of these insects will not only shed light on this question, but will also facilitate the development of novel insect-pest control strategies.

The whitefly, *Bemisia tabaci* (Gennadius) (Hemiptera: Aleyrodidae), is a cryptic species complex composed of at least 36 morphologically indistinguishable species [7], [8], [9], [10]. This species complex has members that rank as some of the most economically damaging insect pests [11]. *Bemisia tabaci* damages plants by direct sucking and by transmitting plant viruses [12]. In nature, whiteflies interact with various bacterial species, some of which are entomopathogenic and may serve as potential bio-control agents [13], [14]. Previous pyrosequencing analysis has revealed a diverse range of bacteria present in *B. tabaci*, though latest report showed the diversity of bacterial communities in *B. tabaci* is relatively limited [15], [16]. On the other hand, the primary (or obligatory) endosymbiont *Portiera* is considered to play a role in the synthesis of essential amino acids and carotenoids to the whitefly host [17], [18], while secondary endosymbionts may regulate the life parameters in various ways [19], [20]. These different interactions provide an excellent opportunity to study the immune system of an insect species that interacts simultaneously both with bacterial pathogens and endosymbionts. However, the molecular basis of the interactions between whitefly and those microbes remains largely unknown.

A previous study examined the transcriptome of whitefly exposed to the entomopathogenic fungus *Beauveria bassiana* and showed that only a limited number of canonical immune related genes were involved in the host's defense [21]. In addition, a genome-wide analysis and functional study showed that another hemipteran, the pea aphid, seems to lack many genes that are essential for the immune response in many other insects [22]. To investigate the immune system of Hemiptera further, we examined the gene expression profile of the whitefly *B. tabaci* under challenge from a well characterized Gram-negative bacterium *Pseudomonas aeruginosa* [23], [24], [25].

Most of the previous knowledge on insect immune response is based on host reactions after injection of bacteria into the insect's body cavity [1]. For most insects, however, the normal route of bacterial invasion is via oral ingestion [26], [27]. More recent work has shifted from cavity injection to systematic intestinal immune responses under oral infection, which mimics the natural mode of bacterial invasion [28]. Here, we examined the whitefly's essential host-defense strategies after oral bacterial challenge. Functional analysis of the differentially expressed genes indicate that MAPK cascade, antimicrobial peptides (AMP) and gut epithelium renewal play critical roles in the whitefly defense system, whereas stress responses are also induced to improve host tolerance.

## Materials and Methods

### Plants, whiteflies and bacteria cultures

The Mediterranean (MED) species of the *B. tabaci* complex was used in all the experiments [7]. A culture of MED was maintained on cotton plants (*Gossypium hirsutum* L. cv. Zhemian 1793) in climate chambers at 27±1°C, 14 h light/10 h darkness with 70±10% relative humidity (RH). The purity of the MED colony was checked every 5 generations by RAPDs and with sequencing of the mitochondrial cytochrome oxidase 1 gene [29],[30]. The *Pseudomonas aeruginosa* strain ATCC9027 was obtained from the Microorganisms Germplasm Bank of Guangzhou, China.

### Bioassay

Bioassays were carried out at 27±1°C and 70±10% RH. The infection solution was obtained from an overnight bacterial culture. The density of bacteria was adjusted to 1×10^8^ CFU/ml in 10% sucrose solution. The same sucrose solution without *P. aeruginosa* was used as control. Feeding and body cavity injection are two main approaches to carry out infection. In this study, the former method was chosen to mimic a natural mode of bacterial infection as well as to avoid physical damages to the whitefly. Transparent plastics tubes (L10, ø4 cm) were prepared as the feeding chambers for whiteflies. One end of the chamber was covered with a sandwich of 2 layers of carefully stretched Parafilm membrane separated by a layer of 1 ml bacterial solution. Approximately 100 newly emerged adult whiteflies were fed for 60 hours in each tube. The dead whiteflies were counted and cleaned out of the container every 6 hours. All treatments were replicated four times.

### Sample preparation for sequencing

Approximately 1,500 newly emerged adult whiteflies were collected for each treatment. At first, the control and 24 h treatment groups were fed, respectively, with sucrose and bacterial solution. After 18 hours, the 6 h treatment group was fed with bacteria. At 24 hours post-infection (hpi), approximately 1,000 whiteflies were collected from the control, 6 and 24 hpi treatments, respectively. This method ensured that the whiteflies were collected at the same developmental stage. In addition, because some whiteflies may not feed on the artificial diet at the beginning, the 6 hpi and 24 hpi whiteflies were fed with bacterial solution throughout the treatment to make sure that every whitefly individual can ingest enough bacteria. Samples were frozen immediately in liquid nitrogen and homogenated using the FastPrep system (MP Biomedicals). Total RNA was purified with SV total RNA isolation kit (Promega) according to the manufacturer's instructions. RNA quality was assessed by Nanodrop 2000 (Thermo Scientific) and 2100 Bioanalyzer (Agilent) as previously described [21], [31]. For each treatment, two biological replicates were conducted and processed independently. One replicate was used in the digital gene expression (DGE) library preparation and the other was used for real time quantitative PCR (qPCR) analysis.

### Digital gene expression (DGE) sequencing and tag annotation

The methodology for DGE sequencing was largely based on that described in previous studies [31], [32]. In brief, the mRNA from each sample was purified with magnetic oligo (dT) and subjected to cDNA synthesis. The cDNA was subsequently digested with *Nla*III, which recognizes the CATG sites. Then adapter 1 was ligated to the site of *Nla*III cleavage. The purified cDNA fragments were digested using *Mme*I that cuts 17 bp downstream of the CATG site, thus producing tags with adapter 1. Then, the adapter 2 was ligated at the site of *Mme*I cleavage. After 15 cycles of PCR linear amplification, 6% TBE polyacrylamide gel electrophoresis was used to purify the tags. After digestion, single strand molecules were added to the Illumina sequencing flowcell and fixed. The purified tags were sequenced by using Illumina HiSeq 2000 platform at the Beijing Genomics Institute (Shenzhen, China). DGE library data sets obtained from this work are available at the NCBI Gene Expression Omnibus under the accession number of GSE52837.

Clean tags were generated after removing 3′ adaptor sequences, low quality sequences, empty reads and tags with a copy number of 1. A reference database containing all possible CATG+17 nucleotide tag sequences were created for the transcriptome of the MED whitefly (unpublished data, available upon request). Sequencing tags were mapped to the whitefly transcriptome reference database with no more than one nucleotide mismatch. The number of unambiguous clean tags for each gene was calculated for gene expression analysis and TPM (number of transcripts per million tags) was used to normalize the data.

### Analysis of differentially expressed genes

The levels of gene expression were compared between: 1) the control library and the 6 hpi library; and 2) the control library and the 24 hpi library. False discovery rate (FDR)<0.05 and the absolute value of log_2_Ratio≥1 were used as the threshold to judge the significance of gene expression difference [33], [34]. Gene Ontology (GO) classification system provides a dynamic, controlled vocabulary for all eukaryotes [35] and was used to annotate the possible functions of differentially expressed genes (DEGs). Also, the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was used to depict the pattern of host response against bacterial challenge [36]. The number of DEGs in each GO term and KEGG pathway were also calculated. Using the MED transcriptome database as background, significantly enriched GO and KEGG pathway terms were determined using the hypergeometric test (*P*-value<0.05).

### Real time quantitative PCR (qPCR) analysis

To confirm the results of the DGE analysis, the expression of 20 selected genes was measured using qPCR. cDNA was synthesized using the SYBR PrimeScript reverse transcription-PCR kit II (Takara). qPCRs were performed in 96-well plates using the ABI Prism 7500 fast real-time PCR system (Applied Biosystems) with SYBR green detection. Each gene was analyzed in triplicate, after which the average threshold cycle (C_T_) was calculated per sample. The relative expression levels were calculated using the 2^−ΔΔCt^ =  2^−[ΔCt (treatment)− ΔCt (control)]^ method. The reference gene actin was used to normalize the expression level of other genes [37]. All of the designed primers were synthesized at Boshang BioCompany (Table S1).

## Results

### Whitefly survival curve

This research focused on the response of whitefly to orally delivered bacteria; therefore it is important to find the important time points during bacterial infection. To achieve this, the survival rate of the whitefly was monitored for 60 h after *P. aeruginosa* ingestion. In this assay, a sharp decrease in the number of surviving whiteflies was observed during 12–36 hours post-infection (hpi) (Fig. 1). Therefore, 24 hpi was chosen as a sample collection time point. In addition, as sample collected earlier may reflect the whitefly's intestinal response to bacterial infection, the sample at 6 hpi was also collected for sequencing [26], [38].

**Figure 1:**
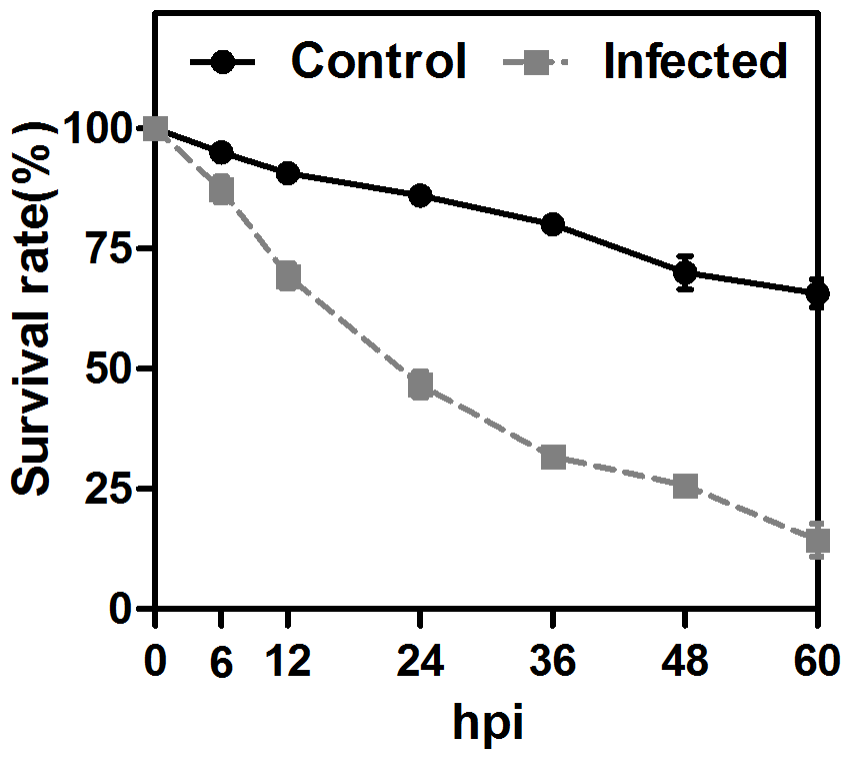
The survival curve of whitefly adults after infection of *P. aeruginosa* via oral ingestion. Error bars: ±SE of the mean.

### DGE library construction, sequencing and mapping

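Adults of the MED whitefly fed on sucrose solution alone (Control) or on sucrose with the bacterium Pseudomonas aeruginosa for 6 or 24 h. The polyadenylated RNA of the pooled adults gave 1 digital gene expression (DGE) library per treatment. In this assay each mRNA is read as a tag of 21 nt, the CATG site of NlaIII and the 17 bases that follow it. The authors removed adaptors, low-quality reads, empty reads and tags seen once. The deposited values are the copies of each distinct clean tag, as counts, and the TPM, which are copies per 1000000 clean tags of the library. The libraries held 5985368 (Control), 6063303 (6 hpi) and 6036983 (24 hpi) clean tags. No tag was listed with fewer than 2 copies, so a tag absent from a library had 0 or 1 copy in it. A single copy corresponded to 0.167, 0.165 and 0.166 TPM, respectively. Each tag was compared between the Control library and 1 infected library by an exact conditional binomial test, 2-sided, of its copies given both library totals. The p-values were adjusted by the Benjamini-Hochberg method over 173152 tags at 6 hpi and 168336 tags at 24 hpi. A tag was called at an adjusted p under 0.05 and an absolute log2 ratio of TPM of at least 1, with an absent tag set to 0.01 TPM. Intervals are exact (Clopper-Pearson) 95% intervals of the ratio and, like the tests, cover counting error only. With 1 library per treatment there is no replicate check, and every test compares libraries, not treatments.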

Three whitefly DGE libraries (Control, 6 hpi and 24 hpi) were sequenced and approximately 6 million raw tags were obtained for each library (Table S2). To determine the appropriate total tag sequencing number, a saturation analysis was carried out to check whether or not the number of detected genes kept increasing when the sequencing amount increased. Results for all three samples showed that when sequencing reached 5 million or higher, the increase in the number of detected genes was negligible (data not shown). 

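In random draws of 5000000 clean tags without replacement, 99.2% of the distinct tags of the Control library would be found at least once. The share was 99.1% in the 6 hpi library and 99.1% in the 24 hpi library (hypergeometric expectation). At 1000000 clean tags the shares were 60.2, 60.6 and 59.5%, respectively. Abundant tags were found much earlier. All 8744 tags with at least 60 copies in the Control library would be found at 1000000 clean tags, and so would the 9746 such tags of the 6 hpi library and the 8464 of the 24 hpi library. The share of distinct tags found with at least 2 copies, the lowest number the libraries list, was 90.2, 89.8 and 89.5% at 5000000 clean tags. Because tags seen once had been removed, these curves describe the remaining tags only. As every remaining tag has at least 2 copies, a draw of most of a library finds nearly all of them by construction. The same holds for tags with at least 60 copies at 1000000 clean tags. The curves therefore cannot test whether sequencing was saturated, and the number of genes detected was not analysed here.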

After the removal of low quality reads, the numbers of distinct tags were 128641, 138701 and 126216 in the libraries of the control, 6 hpi and 24 hpi, respectively (Table S2). 

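The most abundant tag was the same in all 3 libraries, CATGATCTGAGTTCAGACCGG, and its share differed between them. It had 1600477 copies in the Control library, 26.74% of the clean tags (exact 95% interval 26.70 to 26.78%). In the 6 hpi library it had 819485 copies, or 13.52% (13.49 to 13.54%), and in the 24 hpi library 1617348 copies, or 26.79% (26.76 to 26.83%). The gene behind this tag was not determined here. The 10 most abundant tags together held 35.30% of the Control library, 25.94% of the 6 hpi library and 36.21% of the 24 hpi library, and the 100 most abundant held 47.40, 40.40 and 48.14%. Of 197994 distinct tags seen in any library, 77173 were seen in all 3 and carried 97.32, 96.77 and 97.58% of the copies. A further 25103 tags were listed in the Control library alone, 29658 in the 6 hpi library alone and 24842 in the 24 hpi library alone. Of the distinct tags, 28.59, 27.65 and 29.22% had 2 copies, the lowest number listed.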

The ratio of clean tag to total tag was about 97% in each library. For annotation, the short tags of these DGE libraries were mapped to the MED whitefly transcriptome reference database. Tags which can map to more than one gene were filtered out. About 80% of clean tags were mapped unambiguously to the transcriptome database, showing the high quality of the sequencing and reference database. As a result, each library generated ∼17,000 tag-mapped genes, which also means that about 36% of genes in the whitefly transcriptome could be detected during DGE sequencing (Table S2).

### Differentially expressed genes (DEGs) and qPCR validation

After annotation, we compared the control library with 6 hpi and 24 hpi bacterial challenged libraries to identify the DEGs that may play a central role in the host's defenses. 

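Tags were not matched to genes here. Values per gene rest on the TPM of the paper's Table S3, which were turned back into tags with the deposited library totals. At least 99.85% of the values in each library fell within 0.05 tags of a whole number. Where Tables 1 to 5 give a log2 ratio for a gene that Table S3 does not list at that time, the tags were recovered from the Control tags and that ratio. Where a gene has many tags, the ratio, rounded to 2 decimals, fits more than 1 whole number, and its tags are given as about. The exact test and its intervals were then computed per gene from these tags. Every p per gene, from this test or from edgeR's exact test, is unadjusted unless it is called adjusted. As Table S3 holds only the genes that passed the authors' thresholds in these libraries, the adjusted p is given as an upper bound, taken over 34938 genes at 6 hpi and 34173 at 24 hpi, the sums of the tag-mapped genes of both libraries in Table S2. For the same reason the lists of DEGs are not independent evidence of a direction. A fold against a library with 0 tags of a gene is a nominal bound, computed against 3 tags in that library. It leaves out the counting error of the other library, so the fold can be smaller.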

Compared with the control, 948 genes were up-regulated and 400 genes were down-regulated at 6 hpi, while 758 genes were up-regulated and 1030 genes were down-regulated at 24 hpi (Fig. 2A, Table S3). 

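Genes of muscle stood at the lower end of the DEGs at both times. Among DEGs with a named product and at least 50 TPM, flightin (comp36087_c0), a protein of the thick filaments of insect flight muscle, went from 1150 tags to 131 at 6 hpi, a log2 ratio of -3.15 (95% interval -3.42 to -2.89), and to 136 at 24 hpi (-3.09). Troponin C (comp13038_c0), the calcium sensor of muscle contraction, had ratios of -3.15 and -2.50. ATP synthase (comp41295_c0) and myofilin (comp36373_c0) followed at 6 hpi, with ratios of -2.07 and -2.04, and a putative chemosensory binding protein (comp29172_c0) went from 2250 to 568 tags. At the upper end at 6 hpi were the HSP90 co-chaperone CPR7 (comp40894_c0; 2.23), the yolk protein precursor Vitellogenin-1 (comp19450_c0; 2.03) and the antimicrobial knottin Btk-3 (comp31823_c0; 1.88). A predicted decarboxylase of the breakdown of urate (comp39088_c0) and a subunit of the thyroid hormone receptor-associated complex (comp33633_c0) came next, at 1.76 and 1.69. Descriptions that are gene codes, such as AGAP004203-PA (comp38565_c0), were not ranked, apart from MIP13067p. At 24 hpi the highest were the Spb1p-like methylase of RNA (comp30096_c0), with 39 and 336 tags and a ratio of 3.09 (2.61 to 3.61), and the RNA helicase DDX17 (comp24074_c0; 2.10). They were followed by MIP13067p (comp40433_c0; 2.04), the RNA polymerase subunit Rpb8 (comp27698_c1; 1.87) and an rRNA methyltransferase (comp39267_c0; 1.75). The lowest at that time besides flightin and troponin C were the Z-band protein 52 (comp39919_c0; -2.95), myosin light chain (comp33125_c0; -2.78) and a jockey-like element (comp35159_c0; -2.49).

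As ratios of TPM, 919 of the genes that the paper lists as higher and 400 of those it lists as lower differed at least 2-fold at 6 hpi, and 750 and 1030 did so at 24 hpi. The exact p of every listed gene was at most 0.0037 at 6 hpi and 0.0041 at 24 hpi, and its bound on the adjusted p was under 0.05 for 1232 and 1727 genes. Of the listed genes, 320 were higher and 267 lower at both times and 10 changed in opposite directions. Tested tag by tag, 2959 tags were higher and 1772 lower at 6 hpi, and 2635 were higher and 4302 lower at 24 hpi. With an assumed biological coefficient of variation of 0.4 in edgeR, 351 and 546 of the listed genes kept an unadjusted p under 0.05, and 9 tags in each comparison an adjusted one. From the mortality at these times, the paper concludes that the 6 hpi and 24 hpi samples represent different stages of the defense response.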

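The 5 tags with the largest ratios at 6 hpi among those with at least 50 TPM in either library had fewer copies at 24 hpi than at 6 hpi, and 3 of them were still called higher than in the Control library. CATGTGGTGTAAATAAAGCAA had 21 copies in the Control library, 688 at 6 hpi (log2 ratio 5.02, 95% interval 4.39 to 5.72) and 83 at 24 hpi. The next 4 were CATGTTTGATTGTATGACAAA (34, 696 and 71 copies), CATGTTATTCTCTTTGTTATT (25, 478 and 60), CATGTTTTATTTTTTGCCAAC (21, 394 and 37) and CATGCTGATTCTACCTATTCA (24, 442 and 24). At the other end, CATGAGTTCAGACCGGCGTGA had 388, 25 and 8 copies. It shares the 14 bases TGAGTTCAGACCGG with the most abundant tag. CATGAAAAATAAACTTTCCGT (312, 27 and 107 copies), CATGGATTTGTAAAACTTTGA (915, 89 and 331), CATGACAGTTTTAAAATTTGT (578, 57 and 183) and CATGGCTTTCCGTGAAAGCGA (310, 34 and 63) were the other 4.
Of the tags called at 6 hpi, 62.5% were higher than in the Control library, against 38% at 24 hpi. With the most abundant tag left out of the library totals, an alternative chosen after its share had been seen, the log2 ratio at 6 hpi of every tag listed in both libraries shifts by -0.239. The share of called tags that were higher is then 34.2%. TMM factors shift these ratios by -0.183 and give 40.8%. Among the genes of Table S3 that differed at least 2-fold at 6 hpi, 69.7% were higher by all clean tags, 59.1% with the tag left out and 61.1% with TMM. The lower genes numbered 400 in all 3, because Table S3 holds only genes past the authors' thresholds. Lower genes that another scaling would add are missing from it, so these shares do not show that a majority of genes stays higher.

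**Figure D1:**
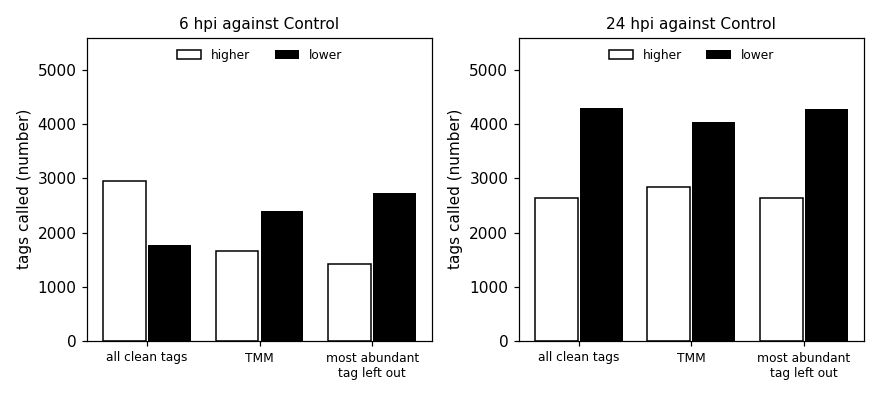
Number of distinct tags called higher (white) and lower (black) than in the Control library at 6 hpi (left) and 24 hpi (right), with ratios scaled by all clean tags, by TMM factors, or by clean tags without the most abundant tag. At 6 hpi the higher tags number 2959, 1650 and 1421 and the lower tags 1772, 2398 and 2732, so the larger group depends on the scaling. At 24 hpi the lower tags are the larger group in all 3.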

Interestingly, at 6 hpi, the majority of DEGs were up-regulated. At this time point, the mortality of infected whiteflies started to increase, which indicated that the whiteflies had come into close interaction with the bacteria and had responded to pathogen infection. Therefore, 6 hpi reflects the early phase of whitefly defense against *P. aeruginosa*. At the 24 hpi, MED death increased rapidly. The bacteria had already clearly imposed substantial stress on the host. As a result, the sample at 6 hpi and 24 hpi represent different stages of MED's defense response.

**Figure 2:**
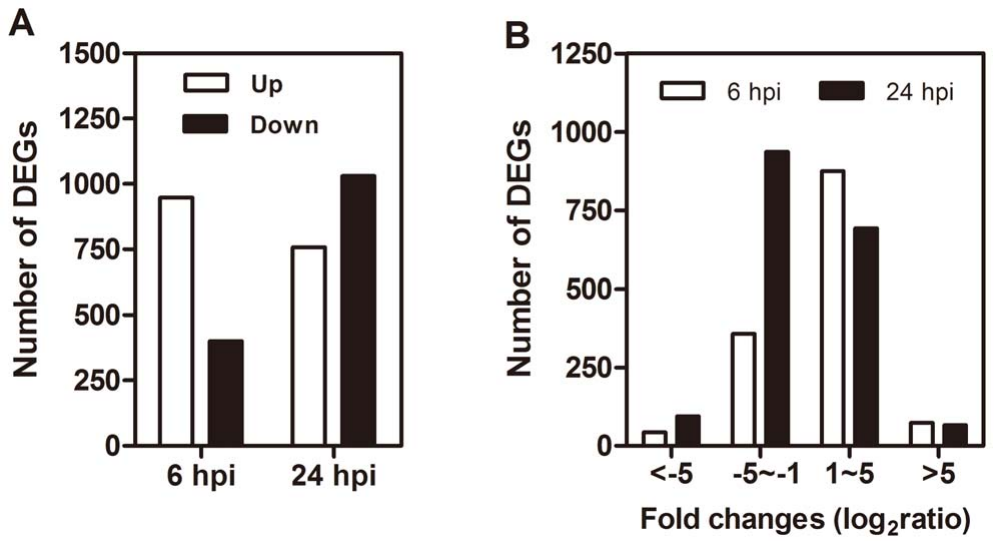
Analysis of differentially expressed genes. (A) An overview of differentially expressed genes (DEGs) between the whitefly libraries of 6 hpi and control, and of 24 hpi and control; the white and black bars indicate the up- and down- regulated genes, respectively. (B) The distribution of fold changes (log_2_ ratio) of the DEGs.

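Among listed genes with more than 3 tags in both libraries, comp34384_c0, which has no description, had the largest increase at 6 hpi. It went from 30 to 825 tags, a log2 ratio of 4.76 (95% interval 4.24 to 5.34). The largest decrease at that time was in comp38455_c0, from 109 to 7 tags (-3.98). At 24 hpi the largest were GK11348 (comp34185_c0), from 8 to 74 tags (3.20), and comp31252_c0, from 171 to 5 tags (-5.11, interval -6.75 to -3.86). Genes with 0 tags in a library numbered 115 at 6 hpi and 157 at 24 hpi, and their folds are nominal bounds computed against 3 tags. An amidinotransferase family gene (comp35663_c0) was nominally at least 25.6-fold lower at 24 hpi, with 76 tags in the Control library and 0 in the infected library. The exact 95% limit of its log2 ratio was -4.34. At 6 hpi comp39597_c1 was nominally at least 25-fold higher, with 0 and 76 tags and an exact 95% limit of the log2 ratio of 4.31. Of the 116 genes with an absolute log2 ratio over 5 in Table S3 at 6 hpi, 115 had 0 tags in a library, as had 157 of 160 at 24 hpi. An absolute ratio of at most 2 was found in 74.7% of the listed genes at 6 hpi and 71.2% at 24 hpi. The median number of tags per listed gene over both libraries was 115 and 114, and 25.2 and 25.3% of the genes had fewer than 50.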

The detected fold changes (log_2_ ratio) of gene expression ranged from −9.57 to 9.57, and the majority of genes were up- or down-regulated between 1.0- and 5.0-fold, respectively (Figure 2B). In previous studies, the DGE method has been proven to have high reliability [31], [39], [40]. Due to the relatively high expense of Illumina sequencing, only one sequencing run was performed for each sample. To validate the DGE data, 20 selected genes were quantified for their transcription levels with qPCR in the 6 hpi and 24 hpi treatments. 

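In the tags, thaumatin-like protein 1 (comp34044_c0), a relative of plant proteins with antifungal activity, rose from 5 tags to 42 at 6 hpi and 32 at 24 hpi. Its log2 ratios were 3.05 (95% interval 1.72 to 4.75) and 2.67 (1.30 to 4.38), and the paper's qPCR ratios are 2.59 and 3.07. The beta subunit of mitochondrial ATP synthase (comp38607_c1) had ratios of -1.25 and -1.93, and the paper's qPCR ratios are -0.89 and -1.99. For troponin I (comp31106_c0), a protein of muscle contraction, they were -1.56 and -1.48 in the tags and -1.27 and -0.14 in the paper's qPCR of a second set of whiteflies. Of the 20 comparisons in which the tags were higher after infection, 19 had the direction of the qPCR value, against 15 of the 20 in which they were lower. The exceptions were MIP13067p (comp40433_c0) at 6 hpi, comp39275_c0 at 24 hpi, and comp38376_c0 and comp37598_c0 at both times. For the last of these the ratios of the tags were -2.19 and -1.86 and the paper's qPCR ratios 1.44 and 1.69. In 22 of the comparisons with 1 direction the paper's qPCR value was at least 2-fold. The comparisons are not independent, as each of the 20 genes was compared at both times with the same Control. The paper's qPCR ratios are relative to actin. An actin gene of flight muscle type (comp29807_c0) went from 16867 to 7765 tags at 24 hpi, a ratio of -1.13. Whether it is the reference gene of the qPCR was not determined here. In edgeR's exact test at an assumed biological coefficient of variation of 0.4, 20 of the 40 ratios of the tags had an unadjusted p under 0.05.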

In 34 out of 40 tests, qRT-PCR results were consistent with the DGE data, providing further evidence of the reliability of our sequencing results (Table S1).

### Ingestion of bacteria caused transcriptome reprogramming

Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis are widely used to examine the biological processes in a large group of genes [35], [36]. First, different GO and KEGG Orthology (KO) terms were assigned to DEGs. In the 6 hpi and 24 hpi data, 738 and 965 DEGs had GO annotations while 187 and 283 genes were annotated with KEGG terms. Enriched GO and KO terms in DEGs were then identified using hypergeometric analysis with the MED transcriptome database as background (Tables S4 and S5). In GO enrichment analysis, 124 and 136 GO terms under the category of biological process were over-presented in the 6 hpi and 24 hpi libraries, respectively (Table S4). At both time-points, cell cycle, cell proliferation, stress responses, genetic information processing and metabolic processes featured among the enriched GO terms. KEGG pathway enrichment analysis showed similar pattern and 21 and 17 pathways were enriched at 6 hpi and 24 hpi, respectively (Table S5). More importantly, the phagocytosis and melanogenesis related pathways were enriched in DEGs suggesting the critical role of the whitefly's cellular immune responses during bacterial infection. The involvement of multiple GO and KEGG pathways indicated that *P. aeruginosa* infection activated a number of cellular and molecular responses, which is discussed below.

### Microbial recognition and signal transduction pathways

Pathogen recognition is the initial event of pathway activation and systematic responses. Host defense responses are initiated when microbial molecules such as lipopolysaccharides and peptidoglycans are detected by pattern-recognition receptors (PRRs)[1]. Among those receptors, c-type lectins are sugar binding proteins specifically binding to polysaccharide chains on the pathogen's surface [41]. 

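C-type lectin like GH18859 (comp29769_c0) had 14 tags in the Control library and 37 at 6 hpi, a log2 ratio of 1.38 (95% interval 0.46 to 2.39, exact p = 0.0021, adjusted p at most 0.057). At 24 hpi it had 24 tags, and the interval of its ratio of 0.77 ran from -0.24 to 1.83, so a difference was not detectable at this depth. The second C-type lectin (comp35820_c0) had 87 tags in the Control library. With about 155 tags at 6 hpi its ratio was 0.81 (0.43 to 1.21), below the threshold of 1, and with 211 tags at 24 hpi it was 1.27 (0.90 to 1.64, exact p = 8.2e-13). Each lectin passed the thresholds of the paper at 1 time, and both ratios were above 0 at both times. Neither passed edgeR's exact test at an assumed biological coefficient of variation of 0.4, with p = 0.16 for comp29769_c0 at 6 hpi and p = 0.15 for comp35820_c0 at 24 hpi. The words of the fixed list of other recognition proteins (PGRP, GNBP, scavenger receptors and Dscam) matched 0 descriptions in Table S3 at either time. Such a search can miss listed genes that are described in other words.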

In infected whiteflies, two c-type lectins were up-regulated in both 6 hpi and 24 hpi treatment groups (Table 1). C-type lectins have been shown to enhance hemocyte encapsulation ability in cellular immunity and activate prophenoloxidase in humoral immunity [42]. Thus, MED c-type lectins are probably able to regulate cellular and humoral immunity upon bacterial infection.

**Table 1:** Genes involved in immune related signaling^a^.

Gene	Homologous function^b^	Accession	FC6^c^	FC24
**c-type lectin**				
comp29769_c0	C-type lectin like	XP_001989543.1	1.40	0.78
comp35820_c0	C-type lectin	EFA04178.1	0.83	1.28
**MAPK**				
comp38361_c0	TAK1-binding protein 1	XP_001640361.1	1.29	1.24
comp52776_c0	Afadin	XP_003736747.1	1.57	1.13
comp28150_c0	Insulin receptor	EGI60406.1	6.64	6.32
comp34866_c0	Ribosomal protein S6 kinase alpha-1	XP_001504130.1	2.39	2.09
comp31255_c0	MAPKKK13/LZK	XP_002068236.1	2.04	1.09
comp38783_c0	TRB2 protein	AAP04410.1	1.50	0.78
comp40004_c0	Raf serine/threonine-protein kinase	XP_001355538.2	1.06	0.94
comp22807_c0	Neurofibromin	EFZ16398.1	4.91	7.02
comp35826_c0	MAPKKK7/TAK1	ABY81296.1	0.89	1.48
comp34358_c0	HSP70	ADK94698.1	−1.04	−1.48
comp31282_c0	cheerio, isoform I	NP_001189238.1	−1.23	−1.51
comp21240_c0	HSP68	NP_001243928.1	−2.45	−4.70
comp31513_c0	Camp-dependent protein kinase 3	JAA55823.1	−1.04	−2.21
**JAK-STAT**				
comp39622_c0	CREB binding protein/P300	AAB53050.1	1.30	1.50
comp34743_c1	Phosphoinositide 3-kinase	XP_002001080.1	1.74	1.35

a The genes with fold change >2 fold (|log_2_ratio|>1) and FDR <0.05 are considered to be significant.

b Homologous function: the function of the homologous gene.

c FC: fold change (log_2_Ratio) of gene expression, where ratio  =  TPM (6 or 24 hpi)/TPM (control). Underlined fold-change values represent significant changes to differentially expressed genes at given time point.

Activation of signaling pathways follows pathogen recognition. The MAPK pathway, which comprises the ERK, JNK and p38 mediated kinase cascade, is a conserved insect host-defense repertoire [43]. Dysfunctions of JNK and p38 resulted in hypersensitivity toward infection and stress [44], [45]. Here, several essential MAPK components were activated, including MAP3K7/TAK1, its binding protein TAB1 and MAP3K13/LZK (Table 1). 

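TAB1 (comp38361_c0), the adaptor that binds TAK1, rose from 25 tags to 61 at 6 hpi and 59 at 24 hpi, log2 ratios of 1.27 (95% interval 0.57 to 2.00) and 1.23 (0.53 to 1.96). LZK (comp31255_c0) rose from 8 to 33 tags at 6 hpi, a ratio of 2.03 (0.88 to 3.35, exact p = 0.00013), and had 17 tags at 24 hpi. TAK1 (comp35826_c0) rose from 14 tags to 39 at 24 hpi, a ratio of 1.47 (0.55 to 2.46, exact p = 9e-04). Its 26 tags at 6 hpi gave an interval from -0.12 to 1.93. Of the 13 MAPK genes of Table 1, 7 were higher and 3 lower in Table S3 at 6 hpi, and 4 were higher and 4 lower at 24 hpi. The genes listed as lower at both times were the filamin cheerio (comp31282_c0), a crosslinker of actin, with 1000, 427 and 352 tags, and the heat shock proteins of the group. The kinase PKA (comp31513_c0) had 37, 18 and 8 tags, with ratios of -1.06 (-1.96 to -0.21) at 6 hpi, where it was not listed, and -2.22 (-3.54 to -1.10) at 24 hpi. With the most abundant tag left out of the totals, 6 of the genes that rose at 6 hpi stayed at least 2-fold higher. Under an assumed biological coefficient of variation of 0.4, 3 of the listed genes at each time kept a p under 0.05 in edgeR's exact test.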

TAK1 is required for the activation of NF-κB and JNK pathways in *Drosophila*, while LZK is able to phosphorylate and activate JNK [46], [47], [48]. 

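Peroxiredoxin 5 (comp33392_c0), an enzyme that reduces peroxides, fell from 47 tags in the Control library to 18 at 24 hpi. The log2 ratio was -1.40 (95% interval -2.27 to -0.59, exact p = 0.00037, adjusted p at most 0.0091). Some other peroxide-reducing enzymes were higher at 6 hpi. The thioredoxin-dependent peroxide reductase (comp37237_c0) rose from 76 to 194 tags, a ratio of 1.33 (0.94 to 1.74), and 2-Cys peroxiredoxin 4 (comp34408_c0) rose from 16 to 45 tags, a ratio of 1.47 (0.62 to 2.40). At 24 hpi the copper-zinc superoxide dismutase (comp28400_c0) rose from 2499 to 5244 tags, a ratio of 1.06 (0.99 to 1.13), and the thioredoxin domain protein 11 (comp34916_c0) from 2 to 24 tags (3.57, interval 1.56 to 6.70). The fixed list of antioxidant enzymes held 2 higher and 0 lower genes at 6 hpi and 2 higher and 3 lower genes at 24 hpi. The p for comp33392_c0 was 0.15 in edgeR's exact test with an assumed biological coefficient of variation of 0.4.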

More interestingly, a putative peroxiredoxin was suppressed at 24 hpi and its homolog in *Drosophila* was identified as a negative regulator in the Tak1-JNK arm of the immune signaling system (Table S3) [49]. In addition, other genes associated with MAPK were activated, such as an insulin/growth factor receptor, a ribosomal protein S6 kinase and tribbles homolog 2. 

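The insulin receptor (comp28150_c0) had 0 tags in the Control library, 10 at 6 hpi and 8 at 24 hpi. It was nominally at least 3.29-fold higher at 6 hpi, with an exact 95% limit of the log2 ratio of 1.15 (exact p = 0.0021, adjusted p at most 0.057). Ribosomal protein S6 kinase (comp34866_c0), which acts below ERK, rose from 4 to 21 tags at 6 hpi, a log2 ratio of 2.37 (95% interval 0.81 to 4.38). The tribbles homolog TRB2 (comp38783_c0) rose from 18 to 51 tags at 6 hpi, a ratio of 1.48 (0.68 to 2.35). Raf (comp40004_c0), a kinase that opens the ERK cascade, had 50, 104 and 96 tags, and its ratio at 6 hpi was 1.04 (0.54 to 1.55). It becomes 0.80 when the most abundant tag is left out of the totals. Afadin (comp52776_c0) rose from 26 tags to 77 and 57, with ratios of 1.55 (0.89 to 2.25) and 1.12 (0.43 to 1.85). Neurofibromin (comp22807_c0), which switches Ras off, had 0 tags in the Control library and 13 at 24 hpi, nominally at least 4.30-fold higher (exact p = 0.00026).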

The findings provide additional evidence of the importance of the JNK pathways following *P. aeruginosa* infection. Moreover, the CREB binding protein/P300 and phosphoinositide 3-kinase, two players in JAK/STAT pathways, were also up-regulated significantly (Table 1).

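CREB binding protein/P300 (comp39622_c0), a coactivator of transcription, rose from 63 tags in the Control library to 155 at 6 hpi and 178 at 24 hpi. The log2 ratios were 1.28 (95% interval 0.85 to 1.73, exact p = 7.2e-10) and 1.49 (1.06 to 1.92, exact p = 1.1e-13). Phosphoinositide 3-kinase (comp34743_c1) rose from 9 to 30 tags at 6 hpi, a ratio of 1.72 (0.61 to 2.98, exact p = 0.0012, adjusted p at most 0.036). At 24 hpi it had 23 tags, a ratio of 1.34 (0.18 to 2.64, exact p = 0.021), and was not listed in Table S3. With biological variation assumed (a coefficient of 0.4), edgeR's exact test gave a p of 0.14 and 0.092 for comp39622_c0 and of 0.10 and 0.22 for comp34743_c1.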

### Activation of AMPs and other effectors in immunity

Fast and massive production of AMPs has evolved in insects to be a central strategy of their immune system. Knottins are small proteins that have antimicrobial peptide activities and they are widely present in both plants and insects [50]. The DGE analysis revealed that three antimicrobial knottin genes (Btk 1, 2, and 3) were induced at 6 hpi and this was confirmed subsequently by the qPCR data (Table 2, Fig 3). 

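Knottins are small peptides held by disulfide bonds. Btk-3 (comp31823_c0), the most abundant gene of Table 2, had 2418 tags in the Control library and 9008 at 6 hpi, a 3.68-fold rise (95% interval of the log2 ratio 1.81 to 1.94). Btk-1 (comp28129_c0) rose from 698 to 2146 tags, a log2 ratio of 1.60 (1.48 to 1.73, exact p = 8.2e-166), and Btk-2 (comp33051_c0) from 96 to 294 tags, a ratio of 1.60 (1.26 to 1.94, exact p = 6.6e-24). At 24 hpi, where none was listed, the ratios were 0.66 (0.58 to 0.73), 0.46 (0.32 to 0.60) and 0.26 (-0.14 to 0.67), respectively. Together the 3 genes had 537, 1888 and about 817 TPM in the Control, 6 hpi and 24 hpi libraries. All 3 stayed at least 2-fold higher at 6 hpi with the most abundant tag left out of the totals. In edgeR's exact test with an assumed biological coefficient of variation of 0.4, p was 0.029 for Btk-3, 0.061 for Btk-1 and 0.069 for Btk-2. The words for defensins and for the fixed list of the Toll and Imd pathway matched 0 descriptions in Table S3. As the words for knottins matched only 1 of the 3 Btk genes there, this does not show that such genes were absent.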

In *Drosophila*, TAK1 and its binding protein are able to activate the NF-κB pathway and, ultimately, the production of AMPs [51], [52]. Whether this signaling pathway is conserved in *B. tabaci*, however, remains to be discovered. Other than activation of AMPs, coagulation and melanization are also important for microbe sequestration and degradation. In insects, serine proteases and their inhibitors (serpin) are responsible for the activation and regulation of coagulation and melanization [53], [54]. Several serine proteases are modulated in *P. aeruginosa* infected whiteflies. 

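The serine protease comp39743_c0 rose from 453 tags to 1144 at 6 hpi and 1157 at 24 hpi, log2 ratios of 1.32 (95% interval 1.16 to 1.48) and 1.34 (1.18 to 1.50). Stubble (comp20520_c0), a membrane-bound protease, had 12 and 9 tags in the Control and 6 hpi libraries and rose to 37 tags at 24 hpi, a ratio of 1.61 (0.64 to 2.69, exact p = 0.00052). The protease comp38353_c0 fell from 397 tags to 110 and 112, with ratios of -1.87 (-2.19 to -1.56) and -1.84 (-2.15 to -1.53). The protease comp42030_c0 had 17 tags in the Control library and 2 at 6 hpi, a ratio of -3.11 (-6.26 to -1.03). At 24 hpi it had 0 tags and was nominally at least 5.72-fold lower. At 24 hpi comp31974_c0 fell from 190 to 36 tags (-2.41, interval -2.97 to -1.89), comp36335_c1 from 23 to 3 tags (-2.95, interval -5.33 to -1.22), comp32453_c0 from 104 to 51 tags (-1.04) and comp33254_c1 from 52 to 24 tags (-1.13). The fixed list of serine proteases, which also takes venom proteases, held 3 higher and 2 lower genes at 6 hpi and 3 higher and 7 lower genes at 24 hpi. The words of the fixed lists of serpins and of melanization matched 0 descriptions in Table S3, which does not show that such genes were absent. Of the listed serine proteases of Table 2, 2 at 6 hpi and 4 at 24 hpi kept a p under 0.05 in edgeR's exact test with an assumed biological coefficient of variation of 0.4.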

Interestingly though, 1 and 2 serine proteases are up- and down-regulated at 6 hpi, whereas 2 and 6 serine proteases are clearly up- and down-regulated at 24 hpi, respectively (Table 2).

**Figure 3:**
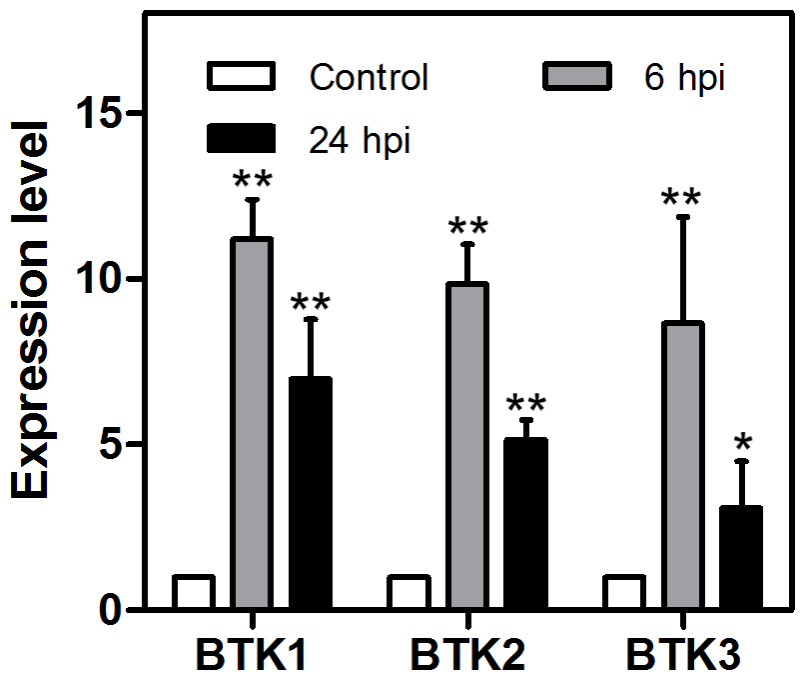
The relative expression level of BTK1, BTK2 and BTK3. The expression level of these genes in uninfected whiteflies was set to 1 (white). Grey and black represent 6 hpi and 24 hpi respectively. Statistical significance compared with Control of P≤0.05 (*) and P≤0.001 (**), Student's *t* test. Error bars: ±SE of the mean.

**Table 2:** Genes involved in humoral immunity.

Gene	Homologous function	Accession	FC6	FC24
**AMP**				
comp28129_c0	Btk-1	ACT78451.1	1.62	0.47
comp33051_c0	Btk-2	ACT78451.1	1.61	0.27
comp31823_c0	Btk-3	ABC40571.1	1.90	0.67
**Serine proteases**				
comp39743_c0	Putative serine protease	EFR26537.1	1.34	1.35
comp20520_c0	Serine proteinase stubble	XP_001989504.1	−0.42	1.62
comp38353_c0	Putative serine protease	XP_002035636.1	−1.85	−1.83
comp42030_c0	Putative serine protease	EKC26449.1	−3.09	−7.41
comp32453_c0	Putative serine protease	XP_001653636.1	−0.53	−1.03
comp33254_c1	Putative serine protease	XP_002593630.1	0.18	−1.12
comp31974_c0	Putative serine protease	XP_783667.2	−0.93	−2.40
comp36335_c1	Putative serine protease	XP_002593630.1	−0.52	−2.94

### Regulations of cell proliferation and epithelium renewal upon infection

The intestinal epithelium is the first protective barrier of the host from orally delivered microorganism infection. In *Drosophila*, stem cell division was activated upon infection to compensate for the cell damage due to the presence of bacteria and also to maintain gut homeostasis [38], [55], [56], [57], [58]. The enrichment of GO terms such as cell cycle (GO:0007049), positive regulation of cell proliferation (GO:0008284) and epithelium development (GO:0060429) indicated the involvement of cell proliferation and epithelium renewal in host defenses (Table S4). About 80% of genes were induced at both 6 hpi and 24 hpi and extensive genetic studies on the *Drosophila* gut have shown that this process is governed by JNK, JAK-STAT, Wingless and Epidermal growth factor receptor (Egfr) pathways [55], [56], [59], [60], and all of these pathways were also regulated in our data. In addition, a Wingless like protein and several related genes in the Egfr pathway were induced (Table 3; Cordero et al, 2012; Jiang et al, 2011; Xu et al, 2011). 

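Wnt11 (comp35633_c0), a secreted ligand of the Wingless type, rose from 336 tags in the Control library to 911 at 6 hpi. The log2 ratio was 1.42 (95% interval 1.24 to 1.61, exact p = 5e-60). At 24 hpi it had about 386 tags, a ratio of 0.19 (-0.03 to 0.40). Kekkon5 (comp38516_c0), of a family that includes an inhibitor of Egfr, had 2 tags in the Control library, 20 at 6 hpi and 18 at 24 hpi, with ratios of 3.30 (1.26 to 6.44) and 3.16 (1.10 to 6.31). Fusilli (comp37205_c0), an RNA-binding protein, rose from 30 to 78 and 62 tags, with ratios of 1.36 (0.74 to 2.02) and 1.03 (0.38 to 1.71). Mago nashi (comp35265_c0), a part of the exon junction complex, rose from 289 to 602 tags at 24 hpi, a ratio of 1.05 (0.84 to 1.25). The sigma subunit of the AP-2 complex (comp20819_c0), which acts in endocytosis, fell from 71 to 31 tags at 24 hpi, a ratio of -1.21 (-1.87 to -0.58). The p in edgeR's exact test at an assumed biological coefficient of variation of 0.4 was 0.097 for wnt11 at 6 hpi and 0.015 and 0.022 for kekkon5. For fusilli it was 0.13 and 0.26, and mago nashi and the AP-2 subunit at 24 hpi did not come under 0.05 either. At a coefficient of 0.2, fusilli at 24 hpi had a p of 0.052 in the same test.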

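SMAD4 (comp34792_c3), the shared partner of the SMAD proteins that carry TGF-beta signals, rose from 29 tags to 83 at 6 hpi and 64 at 24 hpi. The log2 ratios were 1.50 (95% interval 0.87 to 2.16) and 1.13 (0.48 to 1.82). SMAD1 (comp38386_c0) rose from 11 tags to 46 at 24 hpi, a ratio of 2.05 (1.08 to 3.15, exact p = 3.9e-06), and had 24 tags at 6 hpi (1.11, interval 0.02 to 2.28). The transcription factor Pax-6 (comp35213_c0) went from 2 to 19 tags at 6 hpi, a ratio of 3.23 (1.18 to 6.38). A lysine-specific histone demethylase (comp34974_c0) had 742, 1495 and about 1484 tags, ratios of 0.99 (0.86 to 1.12) at both times. NADH dehydrogenase (comp31937_c0) fell from 1111 to 532 tags at 6 hpi, a ratio of -1.08 (-1.23 to -0.93). In the fixed list of the cell cycle, 7 listed genes were higher and 0 lower at 6 hpi, and 3 were higher and 0 lower at 24 hpi. Its condensin subunit SMC2 (comp40354_c0), which compacts chromosomes, rose from 186 tags to 461 and 584, with ratios of 1.29 (1.04 to 1.54) and 1.64 (1.40 to 1.88). With the most abundant tag left out of the totals, 4 of the 7 stayed at least 2-fold higher at 6 hpi, and 3 of the 5 genes of cell proliferation in Table 3 that rose. Only 1 gene of the list at 6 hpi and 0 at 24 hpi kept a p under 0.05 in edgeR's exact test at an assumed biological coefficient of variation of 0.4.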

Several other well-characterized genes in cell proliferation were also activated, including SMAD1, SMAD4 and an insulin receptor (Table 3).

**Table 3:** Genes involved in cell proliferation and related pathway.

Gene	Homologous function	Accession	FC6	FC24
**Cell proliferation**				
comp34792_c3	SMAD4	XP_003227329.1	1.52	1.14
comp28150_c0	Insulin receptor	EGI60406.1	6.64	6.32
comp35213_c0	Paired box protein Pax-6	ABS17534.1	3.25	1.58
comp34974_c0	Lysine-specific histone demethylase	XP_003814021.1	1.01	1.00
comp40004_c0	Raf serine/threonine-protein kinase	XP_001355538.2	1.06	0.94
comp38386_c0	SMAD1	NP_001259992.1	1.13	2.06
comp31937_c0	NADH dehydrogenase	XP_001977774.1	−1.06	−0.87
**Wnt pathway**				
comp35633_c0	wnt11	NP_001192557.1	1.44	0.20
**Egfr pathway**				
comp38516_c0	kekkon5, isoform A	NP_573382.1	3.32	3.17
comp37205_c0	fusilli-like	XP_002736133.1	1.38	1.05
comp35265_c0	Protein mago nash	EHJ65953.1	0.27	1.06
comp20819_c0	AP-2 complex subunit sigma	EGW03559.1	−0.34	−1.20

### Stress response genes of whitefly

The high motility caused by *P. aeruginosa* clearly showed that a hyper-biotic stress had been imposed on the whitefly by 24 hpi. DEGs were consequently highly enriched in the GO term: regulation of response to stress (GO: 0080134) at both 6 hpi and 24 hpi (Table S4). This result is consistent with the activation of the MAPK, because their roles in the stress response are widely accepted [43].

Chaperones work in protein folding and quality control, which maintains cellular homeostasis and buffers environmental stress. Our analysis showed that several chaperones and cofactors were regulated. Five out of seven genes were induced at 6 hpi whereas five out of six genes were repressed at 24 hpi (Table 4). 

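Cofactors of HSP90 rose at 6 hpi, and heat shock proteins of the HSP70 family fell at both times. The co-chaperone CPR7 (comp40894_c0), a cyclophilin that binds HSP90, had 363, 1722 and about 381 tags, and its log2 ratio at 6 hpi had a 95% interval from 2.06 to 2.39. A second CPR7 gene (comp39790_c0) rose from 47 to 115 tags at 6 hpi (1.27, interval 0.77 to 1.79). Cdc37 (comp38394_c4), which brings kinases to HSP90, had a ratio of 1.03, DnaJC14 (comp37509_c0) of 1.02 and YLP motif-containing protein 1 (comp37167_c0) of 1.03. These 3 fell under 2-fold, at 0.79, 0.78 and 0.79, with the most abundant tag left out of the totals. YLP motif-containing protein 1 also rose at 24 hpi, with a ratio of 1.15 (0.90 to 1.40). HSP68 (comp21240_c0) fell from 104 tags to 19 and 4, with ratios of -2.47 (-3.26 to -1.76) and -4.71 (-6.62 to -3.31), and HSP70 (comp34358_c0) from 78 to 38 and 28 tags, with ratios of -1.06 (-1.66 to -0.48) and -1.49 (-2.17 to -0.85). At 24 hpi the chaperone DnaJ (comp20054_c0) fell from 1307 to 476 tags (-1.47, interval -1.62 to -1.32), DnaJC19 (comp13402_c0) from 81 to 31 (-1.40) and the tubulin cofactor C (comp40216_c0) from 162 to 71 (-1.20). A small heat shock protein (comp37299_c0), outside Table 4, also fell, from 1133 to 318 tags (-1.85). Under an assumed biological coefficient of variation of 0.4, edgeR's p stayed under 0.05 for 2 of these Table 4 genes at 6 hpi and 1 at 24 hpi.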

Induced genes include several cofactors of HSP90 and HSP40 proteins. In addition, a large group of genes involved in detoxification, such as Cytochrome P450, Glutathione S-transferase and Glutathione peroxidase were also regulated (Table 5). These genes are likely involved in the detoxification of reactive oxygen species, as well as other toxins produced by bacteria [61], [62]. 

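The glutathione S-transferase (comp35665_c0), which joins glutathione to toxic compounds, rose from 1157 tags in the Control library to 2578 at 6 hpi, a log2 ratio of 1.14 (95% interval 1.04 to 1.24, exact p = 1.8e-118). The ratio is 0.90 with the most abundant tag left out of the totals. At 24 hpi it had about 1791 tags, a ratio of 0.62 (0.51 to 0.73). Glutathione peroxidase (comp36914_c0), which reduces peroxides with glutathione, had 50 tags in the Control library and 41 at 6 hpi and fell to 21 at 24 hpi, a ratio of -1.26 (-2.07 to -0.50, exact p = 0.00067). The UDP-glycosyltransferase UGT33B11 (comp36091_c0), an enzyme that joins sugars to toxic compounds, fell from 32 tags to 4 and 6, with ratios of -3.02 (-4.98 to -1.52) and -2.43 (-3.98 to -1.15). With an assumed biological coefficient of variation of 0.4, edgeR's exact test gave a p of 0.18 for the transferase at 6 hpi and of 0.19 for the peroxidase at 24 hpi.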

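Cytochrome P450s are oxygenases that act on toxins and hormones. The most abundant of the 19 in Table 5, 6BQ5 (comp35166_c0), had 8490 tags in the Control library, 3772 at 6 hpi and 3575 at 24 hpi, log2 ratios of -1.19 (95% interval -1.24 to -1.13) and -1.26 (-1.32 to -1.20). CYP6M1a (comp35292_c0) fell from 375 tags to 176 and 93, with ratios of -1.11 (-1.38 to -0.85) and -2.02 (-2.37 to -1.69). The largest falls at 24 hpi with more than 3 tags in both libraries were in comp35935_c1, from 111 to 15 tags (-2.90, interval -3.78 to -2.12), and comp40428_c0, from 73 to 11 tags (-2.74, interval -3.81 to -1.82). The P450 345C1 (comp320941_c0) had 12 tags in the Control library and 0 at 24 hpi, nominally at least 4.03-fold lower. The P450 comp402849_c0 had 0 and 10 tags and was nominally at least 3.30-fold higher at 24 hpi. At 6 hpi, 3 of the genes were higher and 6 lower. The higher ones were comp36389_c0, from 10 to 34 tags (1.75, interval 0.70 to 2.93), comp33887_c0, from 428 to 1009 tags (1.22), and comp30063_c1, from 39 to 79 tags (1.00). The first of them stayed at least 2-fold higher with the most abundant tag left out of the totals. Together the 19 genes had 1838, 1025 and 780 TPM in the Control, 6 hpi and 24 hpi libraries, and the 18 without 6BQ5 had 419, 403 and 188 TPM. Among the listed genes, 0 at 6 hpi and 10 of 16 at 24 hpi kept a p under 0.05 in edgeR's exact test at an assumed biological coefficient of variation of 0.4. Tested directly between the infected libraries by all clean tags, 3 of the 6 genes listed at both times were lower at 24 hpi than at 6 hpi (adjusted p under 0.05 over the 597 genes listed at both times) and 0 were higher, a test chosen after the ratios had been seen. It was not run with the most abundant tag left out of the totals. With that tag left out, the ratio of 6BQ5 to the Control library was -1.43 at 6 hpi and -1.26 at 24 hpi. The order of the 2 times thus depends on the scaling for this gene.

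**Figure D2:**
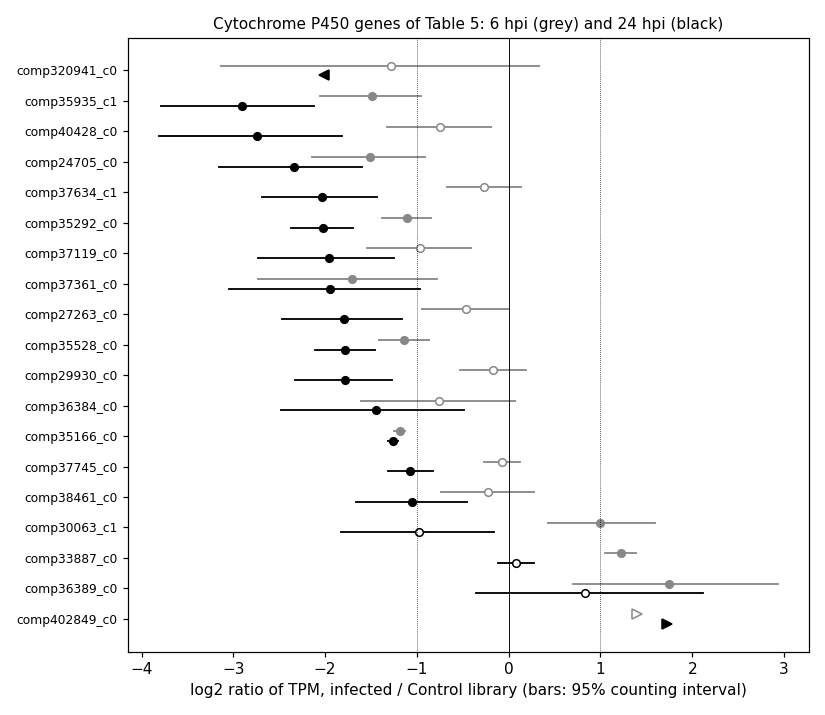
Log2 ratio of TPM, infected over Control library, of the 19 cytochrome P450 genes of Table 5 at 6 hpi (grey) and 24 hpi (black), with exact 95% intervals of counting error as bars. Filled symbols are genes listed in Table S3 at that time, triangles are bounds for genes with 0 tags in a library, and dotted lines mark ratios of -1 and 1. The 15 genes that fell at 24 hpi lie left of the lower dotted line.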

Interestingly, 15 out 16 Cytochrome P450 genes were suppressed at 24 hpi. Cytochrome P450 genes were also suppressed following pathogen infection [56], [63]. It suggests there is a general trend of P450 suppression after pathogen infection in other insect species.

**Table 4:** Genes involved in protein folding and DNA repair.

Gene	Homologous function	Accession	FC6	FC24
**Chaperones**				
comp37167_c0	YLP motif-containing protein 1	EHB15431.1	1.05	1.16
comp40894_c0	HSP90 co-chaperone CPR7	XP_002105226.1	2.25	0.07
comp39790_c0	HSP90 co-chaperone CPR7	XP_002105226.1	1.29	0.51
comp38394_c4	Hsp90 co-chaperone/Cdc37	XP_002046556.1	1.05	0.76
comp37509_c0	DnaJ subfamily C member 14	XP_001978829.1	1.04	0.75
comp34358_c0	HSP70	ADK94698.1	−1.04	−1.48
comp21240_c0	HSP68	NP_001243928.1	−2.45	−4.70
comp40216_c0	beta-tubulin folding cofactor C	XP_002735209.1	−0.51	−1.19
comp13402_c0	DnaJ subfamily C member 19	XP_003488785.1	−0.75	−1.39
comp20054_c0	molecular chaperone DnaJ	XP_003248597.1	−0.45	−1.46
**DNA repair**				
comp30427_c0	G/T mismatch-specific thymine DNA glycosylase	XP_002011422.1	1.25	1.54
comp37437_c0	DNA repair protein XRCC2-like	XP_003134584.1	1.19	1.13
comp35539_c0	DNA-repair protein XRCC3	NP_001079887.1	1.38	0.66
comp32492_c0	Predicted methyltransferase	XP_001986788.1	1.04	0.04
comp39604_c0	DNA repair protein RAD18	EFZ21621.1	1.91	2.39
comp29666_c0	Nucleotide excision repair complex XPC-HR23B, subunit XPC/DPB11	CAA82262.1	0.93	1.45
comp31941_c0	DNA repair protein RAD50 isoform 1	XP_004042521.1	0.89	1.38
comp40044_c0	DNA repair protein REV1	NP_612047.1	0.63	1.12
comp38825_c1	DNA mismatch repair protein Msh2	XP_003473123.1	0.53	1.10
comp33285_c0	DNA damage-responsive repressor GIS1/RPH1	—	−2.03	−1.19

**Table 5:** Differentially expressed detoxification enzymes.

Gene	Homologous function	Accession	FC6	FC24
**Glutathione S-transferase**				
comp35665_c0	glutathione S-transferase	EFA01955.1	1.16	0.63
**Glutathione peroxidase**				
comp36914_c0	glutathione peroxidase	EFX89084.1	−0.29	−1.25
**Cytochrome P450**				
comp36389_c0	cytochrome P450	XP_001865029.1	1.77	0.85
comp33887_c0	Predicted similar to cytochrome P450	XP_966563.2	1.24	0.09
comp30063_c1	cytochrome P450	EFR21005.1	1.02	−0.96
comp402849_c0	cytochrome P450	XP_001987651.1	6.32	6.64
comp35292_c0	CYP6M1a	AFM08393.1	−1.09	−2.01
comp35528_c0	cytochrome P450	AEK21822.1	−1.12	−1.77
comp35166_c0	cytochrome P450 6BQ5	EFA02819.1	−1.17	−1.25
comp35935_c1	cytochrome P450 CYP6BK17	XP_969633.1	−1.47	−2.89
comp24705_c0	cytochrome P450	AEK21822.1	−1.49	−2.32
comp37361_c0	cytochrome P450	AEK21804.1	−1.69	−1.93
comp320941_c0	cytochrome P450 345C1	EFA12854.1	−1.26	−6.91
comp38461_c0	cytochrome P450	XP_966391.1	−0.21	−1.04
comp37745_c0	cytochrome P450	EFA02819.1	−0.05	−1.06
comp36384_c0	cytochrome P450	AFP49818.1	−0.74	−1.43
comp29930_c0	cytochrome P450 6a2-like isoform 2	XP_003248187.1	−0.15	−1.77
comp27263_c0	cytochrome P450 345C1	EHJ67475.1	−0.45	−1.78
comp37119_c0	cytochrome P450 protein	NP_001156683.2	−0.95	−1.95
comp37634_c1	cytochrome P450 6BQ13	EEZ99338.1	−0.25	−2.03
comp40428_c0	cytochrome P450	XP_001653674.1	−0.73	−2.73

Another notable event in infected whitefly was the activation of DNA repair proteins. Five and seven DNA repair genes were induced in 6 hpi and 24 hpi whitefly, respectively (Table 4). 

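Thymine DNA glycosylase (comp30427_c0), which removes mispaired bases, rose from 50 tags in the Control library to 119 at 6 hpi and 145 at 24 hpi. The log2 ratios were 1.23 (95% interval 0.74 to 1.74) and 1.52 (1.05 to 2.02). XRCC2 (comp37437_c0), a protein of homologous recombination, had ratios of 1.17 and 1.12, and XRCC3 (comp35539_c0) rose from 33 to 86 tags at 6 hpi (1.36, interval 0.77 to 1.99). A predicted methyltransferase (comp32492_c0) was the other gene listed as higher at 6 hpi (1.02, interval 0.42 to 1.65). RAD18 (comp39604_c0), which acts at stalled replication forks, had 4, 15 and 21 tags. Its ratio was 1.89 (0.24 to 3.94, exact p = 0.021) at 6 hpi, where it was not listed, and 2.38 (0.81 to 4.38, exact p = 0.00098) at 24 hpi. At 24 hpi RAD50 (comp31941_c0), of the complex that binds double-strand breaks, rose from 155 to 404 tags (1.37, interval 1.10 to 1.65). The nucleotide excision repair protein XPC (comp29666_c0; 1.44) and the translesion polymerase REV1 (comp40044_c0; 1.11) were also higher at that time. The DNA damage-responsive repressor (comp33285_c0) fell from 57 tags to 14 and 25, with ratios of -2.04 (exact p = 2e-07) and -1.20 (exact p = 0.00046). In the fixed list of DNA repair, 5 genes were higher and 1 lower at 6 hpi and 7 higher and 2 lower at 24 hpi. A lower gene at 24 hpi, outside Table 4, was the Fanconi anemia group J protein (comp41010_c0). It fell from 258 to 78 tags, a ratio of -1.74 (-2.12 to -1.37). Its p in edgeR's exact test at an assumed biological coefficient of variation of 0.4 was 0.049. At 6 hpi, 1 of the 4 listed genes of Table 4 that rose stayed at least 2-fold higher with the most abundant tag left out of the totals. RAD18 (p = 0.049 at 24 hpi) and the repressor (p = 0.039 at 6 hpi) were the genes of Table 4 in this group with a p under 0.05 in edgeR's exact test at an assumed biological coefficient of variation of 0.4.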

The only repressed gene was a negative regulator in DNA damage repair (Table 4) [64]. DNA damage caused by pathogenesis might have triggered the DNA repair response, because several genes in mismatch repair and double-strand break response have been reported to be highly activated to improve host defense [65]. An alternative explanation, however, is that these genes might also participate in cell-cycle checkpoint, as our data also show that cell proliferation is activated [66].

### Modulation of basal metabolism

Orally-delivered infection of *P. aeruginosa* also modulated a large group of basal metabolism processes, especially in the late infection stage. Given that intestinal function is disturbed in pathogenesis, these regulations may act as a self-protective strategy to maintain and reallocate energy supply. 

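The genes of mitochondrial respiration found here in Table S3 were lower after infection. In the fixed list of oxidative phosphorylation, 4 genes were lower and 0 higher at 6 hpi, and 14 were lower and 0 higher at 24 hpi, of which 1 and 3 kept a p under 0.05 in edgeR's exact test at an assumed biological coefficient of variation of 0.4. Cytochrome c oxidase subunit II (comp41231_c0) went from 42520 to 14144 tags at 24 hpi, a log2 ratio of -1.60 (95% interval -1.63 to -1.57), subunit III (comp41232_c1) from 40268 to 16726 tags (-1.28) and subunit Va (comp12881_c0) from 3255 to 1237 tags (-1.41). Cytochrome b (comp41233_c0), which the words of the list did not take, had 40954, 20374 and 12905 tags, with ratios of -1.03 and -1.68. Cytochrome oxidase subunit I (comp41230_c0), also outside the list, went from 94199 to 40888 tags at 24 hpi (-1.22). Other enzymes that fell at 24 hpi were aconitase (comp34395_c0), of the TCA cycle, from 702 to 249 tags (-1.51), phosphoglycerate mutase 2 (comp30001_c0), of glycolysis, from 958 to 411 (-1.23), and alanine aminotransferase (comp37300_c0), from 1293 to 457 (-1.51). A sucrase (comp33305_c0) had 27 and 0 tags, nominally at least 9.08-fold lower, with an exact 95% limit of the log2 ratio of -2.78. The 7 fixed lists of energy, sugar, amino acid, nucleotide and lipid metabolism together held 5 higher and 11 lower genes at 6 hpi, of which 2 and 11 stayed at least 2-fold with the most abundant tag left out of the totals, and 4 higher and 32 lower genes at 24 hpi. The 4 were maltase B2 (comp36715_c0), from 982 to 3076 tags (1.63), trehalase (comp37006_c0), from 33 to 83 (1.32), xanthine dehydrogenase (comp39047_c0), from 1385 to 2936 (1.07), and adenylosuccinate synthetase (comp40952_c0), from 689 to 1450 (1.06). The fixed list of muscle markers moved with them, with 5 genes lower and 0 higher at 6 hpi and 6 lower and 0 higher at 24 hpi. The lists were fixed by words in gene descriptions and are not the KEGG pathways, and they cover only genes in Table S3. Adjusted over the list alone, every gene stayed under 0.05, which is not independent evidence, as these genes had been selected by the study in the same libraries. In edgeR's exact test at the same coefficient of 0.4, 12 of the 32 kept a p under 0.05.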

Our data shows that the majority of metabolism-related genes were down-regulated at 24 hpi (Fig 4). Suspension of feeding has been discovered in other insects that encountered bacterial infection and thus the inhibition of metabolism might be a direct result of this [67]. Whitefly may have evolved this adaptive strategy to prevent further pathogen ingestion. In addition, this down-regulation might be due to the disruption of energy supply under bacterial infection.

**Figure 4:**
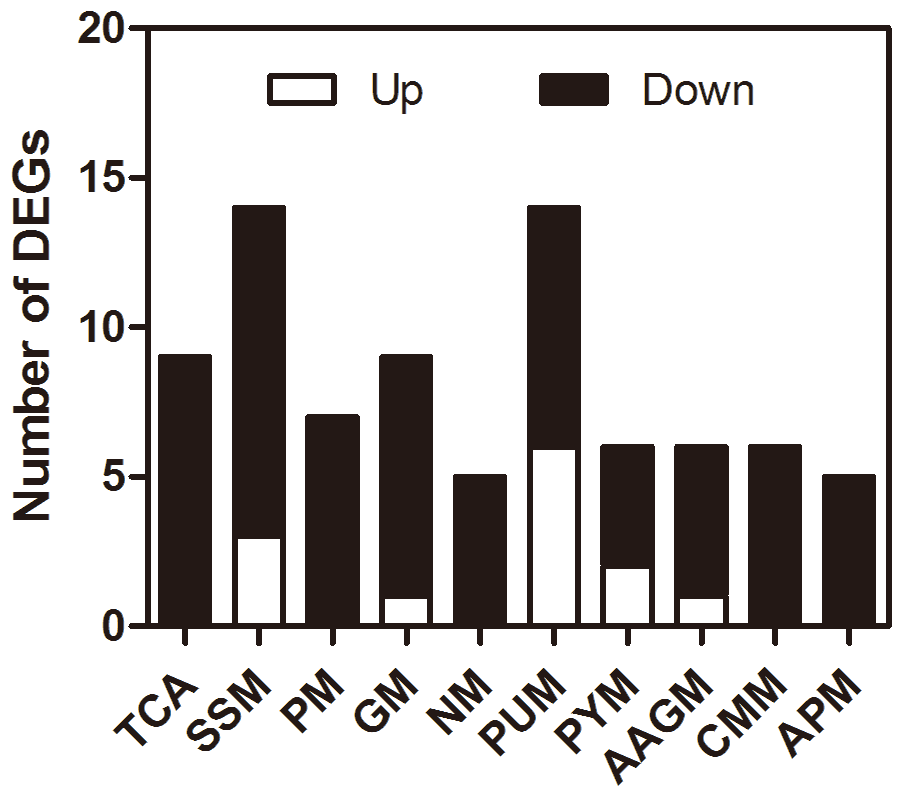
Modulation of basal metabolism-related genes in 24 hpi whiteflies. The numbers of up- and down-regulated genes are shown in white and black, respectively. The listed metabolism pathways are: TCA cycle (TCA, ko00020), Starch and sucrose metabolism (SSM, ko00500), Pyruvate metabolism (PM, ko00620), Galactose metabolism (GM, ko00052), Nitrogen metabolism (NM, ko00910), Purine metabolism (PUM, ko00230), Pyrimidine metabolism (PYM, ko00240), Alanine, aspartate and glutamate metabolism (AAGM, ko00250), Cysteine and methionine metabolism (CMM, ko00270), Arginine and proline metabolism (APM, ko00330).

## Discussion

Despite its economic importance as a global pest, little is known about the immune response of the *B. tabaci* complex to bacterial infection. Recent developments in next-generation RNA-seq technology, however, allow a systematic study of the whitefly's host defense strategies upon intestinal bacterial infection. In whiteflies collected at both time points following bacterial infection, more than one thousand genes were modulated. Functional analysis uncovered the complexity of the host's responses to pathogenic bacteria. Bacterial infection not only induced genes in immune signaling and several types of effectors, but also altered the expression pattern of several sets of genes in xenobiotics detoxification, protein folding, DNA repair and basal metabolism. Altogether, our analysis provides the first rough outline of the whitefly's defense mechanisms employed against pathogenic bacteria and raises further questions that deserve more investigation.

The major goal of our research was to decipher the immune strategies of *B. tabaci*. Humoral and cellular immunity are the two arms of the insect's defense system, and in the former response antimicrobial peptides (AMPs), enzymatic cascades and other soluble effectors are employed to degrade foreign invaders [1]. In our study, both DGE data and qPCR analysis showed the activation of AMP production, highlighting again its core status in the antimicrobial response. As with the cellular immune system, pathway analysis showed clearly the involvement of phagocytosis and melanogenesis, more research is needed to construct a comprehensive image. In addition, our data implicates the function of intestinal stem cell proliferation in gut homeostasis maintenance, which may be conserved in whitefly.

The signaling pathways governing immune processes were also revealed by our work. We observed significant activation of several arms of MAPK cascades. Raf and ribosomal protein S6 kinase are essential kinases in the ERK pathway, while TAK1, TAB1 and TRB2 can control both p38 and JNK pathways [43], [68]. Studies in *Drosophila* showed TAK1 and TAB are located at the cross point of the JNK and Imd pathway in fruit fly [51], [52]. Upon activation, TAK1 and TAB can regulate NF-κB and then activate AMP production. Ras/MAPK signaling can also mediate intestinal homeostasis and regeneration in *Drosophila*. Exploring downstream events controlled by MAPKs, therefore, may provide key answers to how those processes are regulated in whiteflies. Besides the MAPK pathway, only a few genes in other canonical pathways were identified in infected whiteflies. For instance, we failed to identify the canonical factors in the Imd pathway from whiteflies. Interestingly, the pea aphid, another hemipteran insect, also appears to lack the Imd pathway [22]. Nevertheless, the absence of these genes may be due to the limitation of our reference database, which only accounts for a part of the *B. tabaci* genome. Likewise, although several antimicrobial knottins were induced, their induction level was relatively modest compared to that of other insects. Surprisingly, several defensins were not up-regulated upon pathogen infection (data not shown). More analysis is needed to characterize the function of whitefly AMPs.

Our analyses also enable a close examination of the stress response strategy of *B. tabaci*. Though stress response genes are not involved directly in immunity, their importance in the host's defense systems is recognized. Activation of these genes can help the host maintain cellular homeostasis and increase its capacity to endure the infection [69]. The involvement of chaperones, detoxification enzymes and DNA damage repair is likely to help the whitefly build up a high tolerance towards infection. In fact, these genes also participate in environmental adaptation and the development of resistance to insecticides [70], [71]. An understanding of the regulation of these gene sets in particular may help in the development of novel insecticides.

In summary, we report for the first time the results of an NGS investigation into the molecular interactions induced by the oral delivery of a bacterial pathogen, *P. aeruginosa*, to the whitefly *B. tabaci*. Functional analyses of DEGs indicated that at 6 hpi both humoral and cellular responses are involved in the whitefly's defense responses. Furthermore, MAPK cascade, AMP and gut epithelium renewal probably play critical roles in the defense system, whereas stress response genes are also induced to build stronger host tolerance. Of particular interest is that only a few genes in other canonical pathways were identified in infected whiteflies. Further research built upon these findings may present an opportunity for the development of a novel whitefly control technologies.

## Supporting Information

Table S1 **qRT-PCR primers and results.**
(XLSX)

Table S2 **Overview of the DGE sequencing results.**
(DOC)

Table S3 **List of the differentially expressed genes.**
(XLS)

Table S4 **Results of the Gene Ontology enrichment analysis.**
(XLS)

Table S5 **Results of the KEGG pathway enrichment analysis.**
(XLS)

# Supplementary material for: The Immune Strategy and Stress Response of the Mediterranean Species of the Bemisia tabaci Complex to an Orally Delivered Bacterial Pathogen
**Source:** PLoS One. 2014 Apr 10;9(4):e94477. doi: 10.1371/journal.pone.0094477
**Supplement:** Table S2 — Overview of the DGE sequencing results.

| Category | Parameter | Whitefly library | | | | |
| --- | --- | --- | --- | --- | --- | --- |
| Control | 6 hpi | | 24 hpi | |
| Clean Tag | Total number | 5985368 | | 6063303 | | 6036983 |
| Distinct Tag number | 128641 | | 138701 | | 126216 |
| Unambiguous Tag Mapping to Gene | Distinct Tag number | 105392 | | 113458 | | 100668 |
| Distinct Tag % of clean tag | 81.93% | | 81.80% | | 79.76% |
| Unambiguous Tag-mapped Genes | number | 17153 | | 17785 | | 17020 |
| % of ref genes | 36.65% | | 38.00% | | 36.36% |

**Table S2. Overview of the DGE sequencing results**

How the deposited data were processed for this re-analysis (not part of the article)

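Adult MED whiteflies were fed sucrose solution alone (Control) or sucrose solution with Pseudomonas aeruginosa, and pooled adults gave 1 DGE library for the Control, 1 for 6 hpi and 1 for 24 hpi. The deposited counts are the copies of each distinct clean tag of 21 nt, which the authors obtained by removing adaptors, low-quality reads, empty reads and tags with a copy number of 1, without further scaling. The deposited TPM were computed by the authors as copies per 1000000 clean tags of the same library. The files hold tags and no genes, and tags were not matched to genes here, so results per tag are given by sequence.

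The 3 libraries held 5985368, 6063303 and 6036983 clean tags in 128641, 138701 and 126216 distinct tags. A count of 3 copies corresponds to 0.501, 0.495 and 0.497 TPM. A tag not listed in a library was taken as 0 copies and can have had 1. Each infected library was compared with the Control library by an exact conditional binomial test, 2-sided, of the copies of each tag given the library totals, with Benjamini-Hochberg adjustment over every tag listed in either library. A tag was called at an adjusted p under 0.05 and an absolute log2 ratio of at least 1, with 0 copies set to 0.01 TPM, the value that Table S3 gives to a gene not detected. Intervals are exact (Clopper-Pearson). Folds against 0 copies are nominal bounds against 3 copies in that library, without the counting error of the other library. The overlap of the calls at the 2 times was set against 20 sets of libraries simulated with no effect around the shared Control library. With 1 library per condition there is no replicate check, and no quasi-likelihood model was fitted. The calling step was tested on simulated data made from the means and totals of the real libraries, with 200 tags of at least 20 expected copies changed 4-fold. It called 170 of them in each comparison, and 0 (6 hpi) and 1 (24 hpi) unchanged tags of 165544 and 160708 tags in the simulation. The simulated libraries carried counting error alone, so these numbers say nothing of variation between pools of whiteflies.

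For genes, the TPM of the paper's Table S3 were multiplied by the library totals to give tags per gene, which were checked to be whole numbers, and the same test and intervals were applied to them. The counts of listed genes are those of at least 2-fold as a ratio of TPM. Adjusted p-values per gene are upper bounds over the largest number of genes that can have been tested. Counts of genes per list come from 52 lists fixed by words in gene descriptions and applied to Table S3, and some words also take genes of other functions. The words also miss listed genes that are described otherwise, such as wnt11, so a count of 0 does not show absence. The qPCR ratios are those of Table S1. Genes named in the text are all genes of Tables 1 to 5 or those that best show a claim, the 5 with the largest and the 5 with the smallest log2 ratio per comparison among listed genes with at least 50 TPM and a named product, and the most abundant listed members of a fixed list. Tags named are the 5 with the largest and the 5 with the smallest ratio among called tags with at least 50 TPM. The values in the paper's tables had been seen when this rule was written. Further genes and tags were named after their values were seen, namely those with 0 tags in a library or the largest ratios in Table S3, those with the highest TPM, those with opposite directions at the 2 times, and the most abundant tag.

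The alternatives tried were TMM factors, a minimum of 10 copies over both libraries, 0.5 copies added to both libraries before the ratio, edgeR's exact test with an assumed biological coefficient of variation of 0.2 or 0.4, the Audic-Claverie test, Benjamini-Yekutieli adjustment and an adjusted p under 0.01. Chosen after the data had been seen were library totals without the most abundant tag, 1 copy for tags not listed, and merging tags 1 mismatch from a tag with 100 times their copies. Calls per gene from tags, the choices of matching tags to transcripts, and the matching of qPCR primers to transcripts were planned and not run, because tags were not matched to transcripts. The tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.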

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

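The direct tests of 24 hpi against 6 hpi and the search for abundant genes were chosen only after the results at each time were seen.

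Of the 597 genes that Table S3 lists at both times, 10 were higher at 6 hpi and lower at 24 hpi than in the Control library. Each was tested directly between the 24 hpi and 6 hpi libraries by the exact test, with p adjusted over the 597 genes, of which 128 had an adjusted p under 0.05. A fall from 6 hpi to 24 hpi follows from how the 10 genes were picked, so their tests give its size and counting error and are no independent evidence of it. The gene vitellogenin (comp41261_c0) had 71, 223 and 14 tags in the Control, 6 hpi and 24 hpi libraries, and its log2 ratio of 24 hpi to 6 hpi was -3.99 (95% interval -4.88 to -3.21, adjusted p = 1.4e-47). For vitellogenin-A1 (comp33154_c2) the tags were 84, 178 and 16 and the ratio -3.47 (-4.31 to -2.73, adjusted p = 6.3e-34). Its ratio of 6 hpi to the Control library was under 1 with the most abundant tag left out of the totals (0.83) and with TMM factors (0.88). Leaving that tag out shifts log2 ratios at 6 hpi by -0.239. This also brings under 1 the ratios at 6 hpi of comp33682_c0 (1.15 by all clean tags), comp37831_c0 (1.01) and comp39822_c1 (1.09). The ratios of 24 hpi to 6 hpi given here are by all clean tags. The vitellogenin precursor (comp34386_c0) had 55, 156 and 27 tags and a ratio of -2.52 (-3.17 to -1.93, adjusted p = 1.3e-21). Homocysteine S-methyltransferase (comp33682_c0) had 33, 74 and 12 tags (-2.62, adjusted p = 1e-10), and GL20876 (comp36162_c1) had 22, 77 and 4 (-4.26, interval -6.17 to -2.85, adjusted p = 4.8e-17). AGAP012400-PA (comp34409_c0) had 12, 46 and 0 tags and was nominally at least 15.3-fold lower at 24 hpi than at 6 hpi (95% limit of the log2 ratio -3.58, adjusted p = 7.2e-13). The other 4 have no description. They were comp18956_c0 with 1127, 3226 and 462 tags (-2.80, interval -2.94 to -2.66), comp33275_c0 with 88, 397 and 42 (-3.23, adjusted p = 3.7e-71), comp37831_c0 with 30, 61 and 3 (-4.34, interval -6.66 to -2.72) and comp39822_c1 with 26, 56 and 8 (-2.80, adjusted p = 9.7e-09).

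The tag CATGTTTGTATGGAAAATTGA also went in opposite directions and was picked for it, with 135, 57 and 598 copies in the Control, 6 hpi and 24 hpi libraries. Its ratio of 24 hpi to 6 hpi was 3.40 (3.00 to 3.82, adjusted p = 5.8e-112 over 172891 tags). For the most abundant tag, CATGATCTGAGTTCAGACCGG, this ratio was 0.99 (0.98 to 0.99).

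The paper's text and Tables 1 to 5 leave out several of the most abundant genes of Table S3. Those with at least 1000 TPM in a library and at least 3-fold higher than in the Control library, thresholds chosen after the values were seen, follow. AGAP004203-PA (comp38565_c0) rose from 46726 to 190914 tags at 6 hpi, a ratio of 2.01, and Vitellogenin-1 (comp19450_c0) from 17332 to 71931 tags, a ratio of 2.03. The gene comp31178_c1 rose from 3100 to 10598 tags at 6 hpi (1.75), and comp12894_c0 from 1908 to 6227 tags at 6 hpi (1.69) and 7113 at 24 hpi (1.89).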

How the results depend on the processing

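The alternatives with the most abundant tag left out, with 1 copy for tags not listed and with merged tags were tests chosen only after the results were seen, and the other choices were made before the data were examined.

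At 24 hpi more tags were lower than higher under every alternative run. The higher tags numbered 2330 to 3307 and the lower tags 3805 to 5184 over TMM factors, the minimum of 10 copies, 0.5 added copies, the Audic-Claverie test, the most abundant tag left out, 1 copy for tags not listed and merged tags. At 6 hpi the larger group depended on the scaling. With TMM factors 1650 tags were higher and 2398 lower, so that 40.8% of the called tags were higher in place of 62.5%. With the most abundant tag left out of the totals 1421 were higher and 2732 lower, or 34.2%. Both alternatives lower the ratio at 6 hpi of every tag listed in both libraries by one factor, which by construction moves tags from the higher to the lower group. Under the other alternatives 54.6 to 63.6% were higher, apart from a coefficient of variation of 0.4.

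Benjamini-Yekutieli adjustment gave 1619 higher and 1095 lower tags at 6 hpi and 1551 and 2582 at 24 hpi, and an adjusted p under 0.01 gave 1933 higher tags at 6 hpi. Both are stricter by construction. In edgeR's exact test with an assumed biological coefficient of variation of 0.2, 293 tags were higher and 244 lower at 6 hpi, 347 were higher and 1040 lower at 24 hpi, and 180 were called the same way at both times, against 1786 by counting error and 1742 with TMM factors. With a coefficient of 0.4 the calls were 8 higher and 1 lower at 6 hpi and 4 higher and 5 lower at 24 hpi, while 19232 and 21719 tags had an unadjusted p under 0.05 in the exact test of counting error. The assumed variation widens the error of every ratio by construction, and the variation between pools of whiteflies is unknown with 1 library per condition.

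Of the genes in Table S3, 220 of the 919 that were at least 2-fold higher at 6 hpi and 131 of the 400 lower had an unadjusted p under 0.05 at a coefficient of 0.4, as had 182 of 750 and 364 of 1030 at 24 hpi. With the most abundant tag left out, 578 genes were at least 2-fold higher at 6 hpi, and with TMM factors 627. Table S3 holds only genes past the authors' thresholds, so genes that another total would add are not in these counts. Of the 46 genes of Tables 1 to 5 listed at 6 hpi, 44 were at least 2-fold as ratios of TPM. Of these, 37 stayed at least 2-fold with an unadjusted p under 0.05 with TMM factors, 35 with the most abundant tag left out, 44 at a coefficient of 0.2 and 10 at 0.4. Of the 53 listed at 24 hpi, 52, 53, 52 and 20 did so, respectively. No adjusted p was used in these counts.

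Depth limits the calls to tags of some abundance. The median called tag had 74 copies over both libraries at 6 hpi and 60 at 24 hpi, and no called tag had fewer than 10. Matching of tags to transcripts was planned with 1 mismatch or exact matches only, with all sites or only the site nearest the 3' end, with the sense strand or both strands, and with tags assigned to genes as totals, and was not run, nor were the tests per gene by the Audic-Claverie test, Benjamini-Yekutieli adjustment, an adjusted p under 0.01 or a minimum of 10 counts over all genes.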

Differences from the paper's values

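No test in this part was chosen after the result was seen, other than the ratio of tags with 0.1 tags for 0. The clean tags and distinct tags of the 3 libraries and the number of qPCR comparisons with 1 direction equal the paper's. With all clean tags as totals and counting error alone, no value differs from the paper's by more than 1.5 times. The numbers of genes and of qPCR comparisons were computed from the paper's own tables, so their closeness follows from how they were obtained. Only the clean and distinct tags were counted in the deposited libraries alone. The genes of Table S3 at least 2-fold higher as ratios of TPM were 919 at 6 hpi, against the paper's 948, and 750 at 24 hpi, against the paper's 758. With TMM factors the number was 627 and 758, respectively, and at an assumed biological coefficient of variation of 0.4 it was 220 and 182.

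The log2 ratios of Table S3 are labelled as ratios of TPM, with 0.01 TPM for a gene not detected. All 1348 ratios at 6 hpi and 1788 at 24 hpi equal, within 0.001, the ratio of tags per gene not divided by the library totals, with 0 tags set to 0.1 tags, and 0 equal the ratio of TPM. On that scale the highest and lowest ratios equal the paper's 9.57 and -9.57. The 2 scales differ by -0.0187 at 6 hpi and -0.0124 at 24 hpi, and 29 and 8 listed genes lie under a ratio of 1 as ratios of TPM. The highest FDR listed is 0.00993 at 6 hpi and rounds to 0.01 at 24 hpi, while the methods give a threshold of 0.05.

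The paper states that both C-type lectins were higher at both times. Both ratios of TPM were above 0 at both times, and each gene was past the paper's thresholds at 1 time only (comp29769_c0 with 1.38 at 6 hpi and 0.77 at 24 hpi, comp35820_c0 with 0.81 and 1.27). The paper counts 5 genes of DNA repair as induced at 6 hpi, and 4 of the genes in its Table 4 are listed in Table S3 as higher at that time. RAD18 (comp39604_c0), with a ratio of 1.89 and an exact p of 0.021, is not listed. At 24 hpi the 7 genes of the paper are listed.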

Other observations

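Leaving out the most abundant tag was chosen after its share was seen, and the covariance and correlation of the ratios after the shared calls were seen.

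Among the called tags at 6 hpi more were higher than lower. The most abundant tag held 13.52% of the 6 hpi library and 26.74% of the Control library, and a lower share of it raises the TPM of every other tag. Leaving the tag out of the totals shifts the log2 ratio at 6 hpi of every tag listed in both libraries by -0.239, and 34.2% of the called tags were then higher, so its lower share may account for the majority of higher tags. The median log2 ratio of tags with at least 50 TPM was 0.288 by all clean tags, near the size of that shift. Whether the share fell in the whiteflies or in the making of the library stays open, as 1 library per condition cannot part them.

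Errors of sequencing turn copies of an abundant tag into rare tags 1 mismatch away, and such tags could follow the abundant tag. Of the called tags, 2.79% at 6 hpi and 1.34% at 24 hpi lay 1 mismatch from a tag with at least 100 times their copies, against 4.63 and 4.67% of the tested tags. This argues against sequencing errors as the source of most calls.

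Both comparisons share the Control library, so chance values in it could produce the same calls at both times. Called the same way were 1786 tags, 820 higher and 966 lower, of 143494 tested at both times, and 33 were called in opposite directions. Independent lists would share 51.9 and 53.1. In 20 sets simulated with counting error alone 0 tags were called at either time, so any overlap exceeds them, and the comparison decides nothing about a Control pool that varied more than counting error. Over 21434 tags with at least 60 copies the covariance of the ratios at the 2 times was 0.42, against 0.0478 in the simulated sets (correlation 0.557 and 0.505). With 1 Control library, chance differences of the Control pool and a response to infection that lasts from 6 to 24 h cannot be told apart.

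Lysosomal and digestive proteases changed in both directions. In the fixed list of cathepsins and digestive enzymes, 3 genes of Table S3 were higher and 1 lower at 6 hpi, and 2 were higher and 8 lower at 24 hpi. Cathepsin D (comp33751_c0) rose from 296 to 649 tags at 6 hpi (1.11) and cathepsin B1 (comp41145_c0) from 132 to 310 (1.21), and 0 of the 3 stayed at least 2-fold higher with the most abundant tag left out of the totals. At 24 hpi cathepsin F (comp32933_c0) fell from 1427 to 307 tags (-2.23) and cathepsin B-N3 (comp39174_c0) from 2839 to 1003 (-1.51).

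Phosphatidylethanolamine-binding proteins numbered 3 higher and 3 lower genes at 6 hpi, of which 0 and 3 stayed at least 2-fold with the most abundant tag left out of the totals, and 0 higher and 12 lower at 24 hpi. Among them at 24 hpi were comp35832_c0, from 290 to 129 tags (-1.18), comp38337_c0, from 217 to 92 (-1.25), comp35262_c0, from 161 to 68 (-1.26), and comp37857_c0, from 118 to 43 (-1.47). In the fixed list of sugar transporters 1 gene was higher and 2 lower at 6 hpi, and 2 were higher and 4 lower at 24 hpi. The trehalose transporter Tret1 (comp37223_c0) had 598, 219 and 193 tags in the Control, 6 hpi and 24 hpi libraries. A delta-12 desaturase (comp35697_c1), an enzyme of fatty acids, fell from 218 to 59 tags at 24 hpi (-1.90).

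The replication helicase subunit MCM4 (comp39789_c0) rose from 790 to 1978 tags at 24 hpi (1.31). The fixed list of DNA replication held 2 higher and 0 lower genes at each time, and at 6 hpi 0 of the 2 stayed at least 2-fold higher with the most abundant tag left out. The fixed list of vitellogenesis held 4 higher and 0 lower genes at 6 hpi, 3 of them still at least 2-fold higher without that tag, and 0 higher and 3 lower genes at 24 hpi. The 3 lower genes had 210 tags together in the Control library and 57 at 24 hpi. Vitellogenin-1 (comp19450_c0), with 17332 Control tags, was not listed at 24 hpi, so a fall of the whole list was not shown.

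The tags with the largest ratios at 24 hpi among those with at least 50 TPM in either library are given with their copies in the Control, 6 hpi and 24 hpi libraries. The lowest besides CATGAGTTCAGACCGGCGTGA were CATGGGTATCAGCAGGCTAGC (370, 173 and 23), CATGCCCGCATCAACTTTCCT (493, 69 and 45), CATGTAGCGATACAATGCAAA (1089, 156 and 101) and CATGAGCGTAAGTAGATGTAT (399, 63 and 38). The highest besides CATGTTTGTATGGAAAATTGA were CATGTGTAACGTTTGTATAAA (131, 592 and 808), CATGTATGACTTTTGTTCTCT (110, 397 and 637), CATGTGCACTCAATCATTCGT (351, 412 and 1817) and CATGTAATAACATCAGCCTCT (109, 326 and 514). Of the called tags, 446 higher ones at 6 hpi and 397 at 24 hpi were not listed in the Control library, and 256 and 803 lower ones were not listed in the infected library.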
